A study of Saccharomyces cerevisiae with 16 samples. Its data were reported in "A genome‐scale yeast library with inducible expression of individual genes" (2021).

How the data were processed

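RNA from 2 chemostat cultures of 1 budding yeast strain was measured on 16 arrays, 1 for each culture, A and B, at 8 times: 0, 5, 10, 15, 20, 30, 45 and 90 min after β-estradiol was added. The groups are these times, as the labels give them, and the culture is the replicate. Each array carried the sample labelled with Cy5 (red) and RNA of a reference strain, DBY12001, labelled with Cy3 (green). The dyes were not swapped on any array, so a dye bias of a gene stays in its ratio to the reference but cancels in a change between times.

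The authors scanned the arrays with an Agilent scanner and extracted each spot with Feature Extraction. Per the file headers, the processed intensity of each colour was background subtracted and dye normalized within the array, and the raw median intensity of spot and local background was kept beside it. The authors also deposited 1 table of log2 ratios of red over green, made after both intensities were floored at 50. At every spot that table equalled the log2 ratio recomputed from the floored processed intensities of the scanner files (0 spots differed by over 1e-04), so both hold the same measurement.

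An array held 12512 spots besides controls, 2 for each of 6256 probes. Outlier spots marked by the software were left out, between 3 and 183 per array, and 0 spots were saturated. The value of a probe was the mean over its spots of the log2 ratio of the floored intensities. For the 29 genes with more than 1 probe the probe with the brightest red signal was taken; the probes of 0 of these genes differed by over 1 on the log2 scale at 90 min. Of 6225 genes, 6046 were tested because their red signal was well above background on at least 2 of the 16 arrays. Gene names are those of the array design, and 5720 of the 6225 genes matched a name in a RefSeq table of a later assembly, R64, which was used for names and neighbours only. Where both signals lie under the floor the ratio is 0 by construction, and the size of a fall or rise that starts or ends under the floor depends on the floor. Red signal was at or under the floor on more than 14 arrays for 346 tested genes. The fit left no residual spread for 264 tested genes.

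Changes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), in 1 fit over all 16 arrays with time as a factor and culture as a block, which leaves 7 residual degrees of freedom. The prior degrees of freedom were estimated at 0.89, so a gene's spread was drawn only weakly towards that of the other genes. The contrasts were each later time against 0 min, and the mean of the 7 later times against 0 min. P-values were adjusted by the Benjamini-Hochberg method over the genes of each contrast. A gene was called lower or higher at an adjusted p under 0.05 and a change of at least 1 on the log2 scale (2-fold). Change over time was tested with limma's moderated F test over the 7 contrasts. Ratios at 0 min were tested against 0 in a fit without the block. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 10 lists, with fry as the alternative; genes without a value on every array were left out of these tests. The time to the midpoint of the fall was read by linear interpolation in each culture. Figures were drawn with matplotlib 3.10.9.

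These tests, the alternatives, the 10 lists and the rule for named genes were fixed before the data were examined. The rule names ROF1, its neighbours FMO1 and STB5, the 11 transcription factor genes named by the study, the markers URA3, HIS3, CAN1 and LYP1, the members of the aquaporin and siderophore transporter lists, and the genes with the largest called change of the averaged contrast whose sign was the same at all 7 later times in both cultures. ICS2, PTR2, RNR2, YOR343C, HXT4, BDH2, YER053C-A and RSB1 were named after their values were seen. The lists were the 11 transcription factors, the aquaporin family, siderophore transporters, the Aft1 iron regulon, cell wall integrity targets, genes induced by environmental stress, ribosome biogenesis, ribosomal proteins, the phosphate regulon and flocculins. Another 4 lists (a-specific, alpha-specific, pheromone response and pyrimidine pathway genes) were written after values had been seen and were adjusted among themselves.

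The alternatives were normexp background correction with loess, the deposited table, no floor or a floor of 200, no filter or a strict filter on dim probes, median centring, the red channel alone, no block, a prior variance that follows intensity, other minimum changes, a spline over time with 3 degrees of freedom, fry, and each array or culture left out. The raw intensities used for normexp were medians of the spots, where the plan named means. A motif analysis of promoters is not reported here, since no genome sequence was used.

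Each culture was hybridised on its own slide, so the culture block is also the slide block, and a difference between the cultures cannot be separated from one between slides. On both slides the arrays of 0 to 15 min lay in row 1 and those of 20 to 90 min in row 2. As a check of the pairing, the deviations of the cultures from the time means were correlated across genes between times: r was 0.15 at the median of 28 pairs of times, from -0.05 to 0.40, and above 0.1 for 18 pairs. The block rests on the label, which names 1 continuous culture per letter.

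The fit was tested on simulated data with the residual spread of the 6046 genes, for the mean of later times against 0 min. All of the 200 genes changed by 1.5 on the log2 scale were called in the right direction and 0 others were called. The F test found 199 of them, and 8.29% of its calls were unchanged genes. The number of arrays, 2 per time, limits the precision.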

Results

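The ROF1 strain carries the Z3 promoter in place of the native ROF1 promoter, with the Z3EV activator that is switched on by β-estradiol, so that ROF1 (YHR177W), which encodes a putative transcription factor of the WOPR family, can be induced at will. Duplicate cultures of this strain, A and B, were held at steady state under phosphate limitation and followed over 8 times up to 90 min after β-estradiol was added. Expression was measured on 16 two-colour arrays against a common reference, 1 array per culture and time. The median processed red signal ranged from 931 (10 min, culture B) to 1417 (10 min, culture A), and between 90.5% and 97.4% of spots were well above background in red. The median log2 change of all genes lay at 0.00 in the mean of later times against 0 min. No strain without the ROF1 construct was followed in these arrays, so each change is a change against 0 min of the same culture.

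The first question was whether ROF1 responded as its label says. At 0 min the ROF1 signal lay under the floor of 50 in both channels: red was 11.5 in culture A and 17.0 in culture B, and green was 17.4 and 19.5. The floored ratio was therefore 0, and the strain and the reference have no order at the floor. The probe was nevertheless detected at 0 min: 4 of 4 ROF1 spots were well above background in red, and the probe passed the filter for both colours on all arrays. Without a floor, the log2 ratio was -0.59 in culture A and -0.20 in culture B, with a mean of -0.40; in the limma fit without a floor it was -0.38 and did not differ from 0 (adjusted p 0.287), nor did it under normexp and loess (adjusted p 0.349). After induction ROF1 rose by 4.05 ± 0.15 (SE) on the log2 scale in the mean of later times (limma, adjusted p 2.65e-06), 4.03 in culture A and 4.06 in culture B. Because the 0 min signal lies under the floor, the size of the rise depends on the floor and the background correction. The alternatives that moved it most were a floor of 200, with 2.31, and normexp and loess, with 3.27, and it was 4.69 without a floor. ROF1 had risen by 3.43 ± 0.09 (SD, n = 2) by 5 min, by 4.19 at 10 min, and stood at 4.01 ± 0.33 (SD, n = 2) at 90 min.

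**Figure D1:**
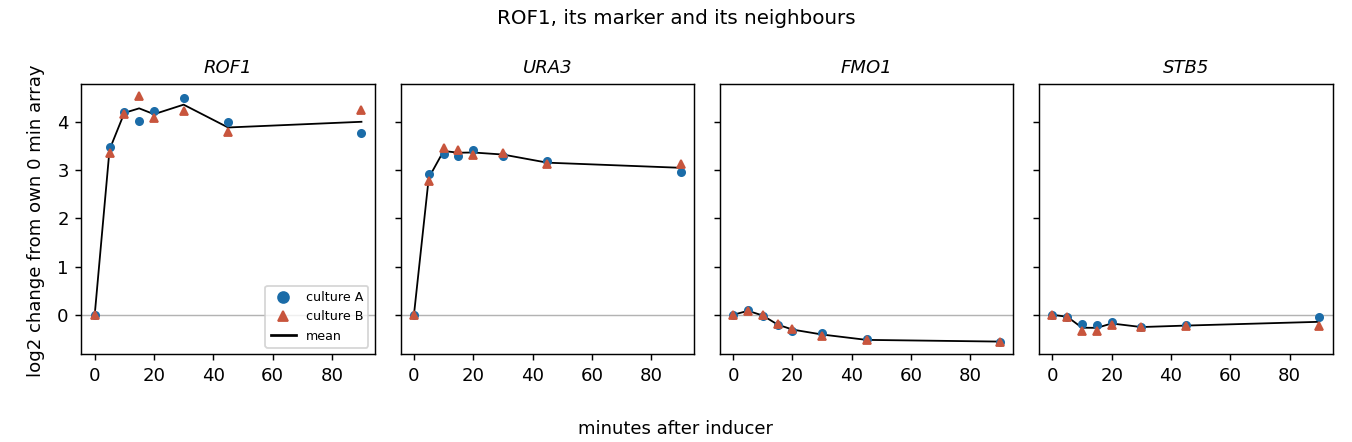
Log2 change from the 0 min array of the same culture (y axis) against minutes after β-estradiol (x axis) for ROF1, the URA3 marker and the ROF1 neighbours FMO1 and STB5; circles are culture A, triangles culture B and lines their mean. ROF1 and URA3 stood at 3.43 and 2.84 at 5 min, while FMO1 reached -0.56 at 90 min.

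The marker genes describe the genotype against the reference at 0 min. URA3 (YEL021W) was higher in the ROF1 strain by 0.68 ± 0.02 (SD, n = 2) on the log2 scale (limma, adjusted p 1.54e-05). CAN1 (YEL063C) stood at -5.09 ± 0.05 and LYP1 (YNL268W) at -6.03 ± 0.08 (SD, n = 2). HIS3 (YOR202W) stood at -6.82, where its red signal of 21.7 and 26.9 was under the floor, so the size depends on the floor. The largest effect of an alternative was on HIS3, at -4.82 with a floor of 200, and its difference from the reference was also smaller under normexp and loess. After induction URA3 also rose, by 3.22 ± 0.06 (SE) in the mean of later times (adjusted p 6.72e-08). The neighbours of ROF1 moved less. FMO1 stood at -0.28 ± 0.02 (SE, adjusted p 1.76e-05) and STB5 at -0.20 ± 0.04 (SE, adjusted p 0.00783) in the mean of later times. At 90 min FMO1 was at -0.56 (adjusted p 4.85e-07), while STB5, at -0.15, was not past the threshold (adjusted p 0.0529). STB5 at 90 min passed it under normexp and loess (0.0389), with the strict filter on dim probes (0.0372), with genes whose red signal was above the floor (0.0379), without the culture block (0.0475) and without the 90 min array of culture A (0.0236, at -0.21). With the red channel alone, the falls of FMO1 (0.172) and STB5 (0.751) in the mean of later times were not past the threshold. Without the 0 min array of culture B, the fall of STB5 in the mean of later times, -0.16, was not past it either (adjusted p 0.106).

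The main comparison asked which genes fell or rose after induction. In the mean of the 7 later times against 0 min, 7 genes were called lower and 2 higher. The genes called lower were SFG1 (-1.41), TBS1 (-1.37), SUL1 (-1.28), YAP6 (-1.25), ICS2 (-1.14), MIT1 (-1.08) and GAT2 (-1.01), and those called higher were ROF1 and URA3. Without a minimum change, 748 genes were lower and 724 higher at an adjusted p under 0.05. Of the called genes other than ROF1, SFG1, SUL1 and URA3 kept their sign at all 7 later times in both cultures. SFG1 stood at -2.87 ± 0.03 and SUL1 at -2.79 ± 0.31 at 90 min (SD, n = 2). The size for SUL1 at 90 min depends on the processing. It was -1.79 under normexp and loess and ranged from -3.08 to -1.12 over the alternatives, against -3.06 to -2.59 for SFG1. The moderated F test found 3060 genes that changed over time. The count of genes lower was 3 under normexp and loess, the lowest of the normalization alternatives, and all of these 3 were among the 7. With 1 culture left out and the 7 later arrays of the other taken as 1 group, limma called 0 genes lower, and 0 were lower by 2-fold at an unadjusted p under 0.05; that fit has 1 array at 0 min and takes the change over time as spread. ICS2 was past the threshold with both 0 min arrays (adjusted p 0.0171) but not without that of A (-1.28, adjusted p 0.0953) or B (-0.995, adjusted p 0.154), nor with the red channel alone (adjusted p 0.0929). Without the 0 min array of culture A, 4 genes were called higher in place of 2.

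The calls were then counted at each time. Genes called lower were 0 at 5, 10 and 15 min, 5 at 20 min, 16 at 30 min, 30 at 45 min and 60 at 90 min. For the first 3 times limma gave 920, 1124 and 962 genes lower at an unadjusted p under 0.05, of which 0 fell by 2-fold. Genes called higher were 10 at 5 min, 6 at 10 min, 2 at 15 min, 2 at 20 min, 4 at 30 min, 8 at 45 min and 23 at 90 min. At 20 min the genes lower were TBS1, ICS2, SUL1, YAP6 and SFG1, and at 30 min the genes higher were URA3, ROF1, RNR2 and YOR343C. In all, 93 genes were called at 1 or more times. All 60 genes called lower at 90 min fell in both cultures, with changes from -3.23 to -1.04, and all 23 called higher rose in both. At 15 min the 2 genes called became 7 without the array of culture A and 4 without that of culture B; at 20 min, 3 rather than 5 genes were lower without the 0 min array of culture A, and 5 rather than 2 were higher without the 20 min array of culture B. At 5 min, 15 genes rather than 10 were called without the 5 min array of culture B. The alternative that moved these counts most was to drop the minimum change, which gave 2458 genes at 90 min.

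**Figure D2:**
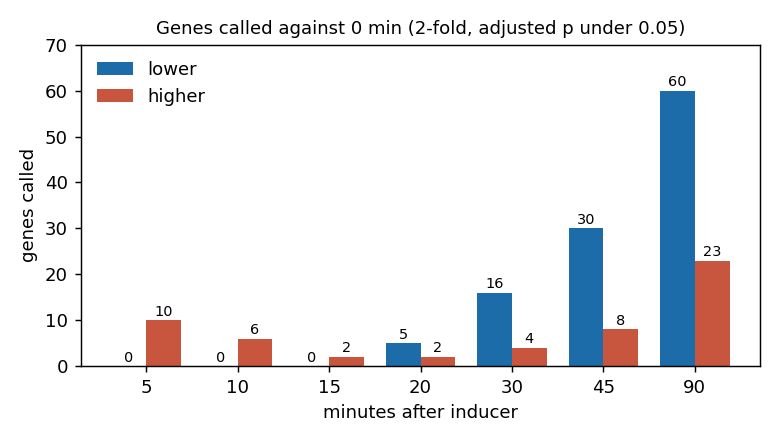
Number of genes called lower and higher than 0 min (y axis, bars from 0) at each time after β-estradiol (x axis, minutes), from the fit over both cultures. Lower genes rose from 0 at 15 min to 60 at 90 min, and higher genes from 2 to 23.

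ICS2 (YBR157C) fell in both cultures at 90 min, and the size differed between them: it was -0.81 in culture A and -2.32 in culture B, and the fitted value of -1.57 became -2.29 or -0.84 when the 90 min array of A or B was left out. Without the 0 min array of culture B it was -1.42 and not past the threshold (limma, adjusted p 0.0557). The largest rise at 90 min among the named genes was that of PTR2 (YKR093W), which stood at 4.91 ± 0.01 (SD, n = 2; limma, adjusted p 9.44e-08) after 0.29 at 30 min; with a floor of 200 it was 2.91. RNR2 (YJL026W) stood at 1.79 ± 0.10 and YOR343C at 1.71 ± 0.07 at 90 min (SD, n = 2). Over the alternatives the lowest values at 90 min were 1.03 for RNR2 and 1.50 for YOR343C. With the red channel alone, RNR2 in the mean of later times was 0.57, against 0.85 as a ratio. It was not past the threshold there (limma, adjusted p 0.0567).

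The speed of the fall was described for the 7 genes called lower in the averaged contrast. They reached the midpoint of their fall at a median of 26.0 min in culture A and 24.9 min in culture B. For the 60 genes called lower at 90 min, a choice made after seeing the data, the medians were 32.4 and 31.4 min. ROF1 itself passed the midpoint of its rise before the first sample after induction, at 5 min, in both cultures. Without the 90 min array of culture A, the mean of both cultures for the 7 genes moved from 25.4 to 22.5 min. Across genes, the changes of the cultures were correlated at r = 0.83, 0.74, 0.70, 0.81, 0.72, 0.89 and 0.94 from 5 to 90 min; genes are not independent replicates, so these are descriptions. The alternative that lowered the median of these 7 values most, from 0.81 to 0.57, was the red channel alone.

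The study named 11 transcription factor genes as repressed, from these same arrays, so their test here is not independent evidence. In the mean of later times all 11 were lower at an adjusted p under 0.05 over all genes, and 11 when adjusted over the list alone; 4 were lower by 2-fold. With the red channel alone, 5 were past the threshold, and with a floor of 200, 10, since ACA1 was not (-0.30, adjusted p 0.074). In the fit of 1 culture alone all 11 were negative in either culture and 0 were past the threshold, with a lowest adjusted p of 0.831. At 5 min limma found 0 of them lower, over all genes or adjusted over the list alone, and CIN5 higher by 0.82 ± 0.15 (SD, n = 2; adjusted p 8.03e-05). The number lower over all genes was 2 at 10 min, 7 at 15 min, 10 at 20 min and 11 from 30 min on; adjusted over the list alone it was 2, 8, 11 and 11. At 90 min they ranged from -3.23 for TBS1 to -0.63 for GCN4, and 7 had fallen by 2-fold. With the red channel alone, GCN4 at 90 min was -0.54 and not past the threshold (limma, adjusted p 0.392). MIT1 (YEL007W), the paralog of ROF1, was at 0.07 at 5 min, -0.51 at 15 min and -2.54 ± 0.05 (SD, n = 2) at 90 min (adjusted p 2.23e-08). GAT2 was at -2.73 at 90 min.

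**Figure D3:**
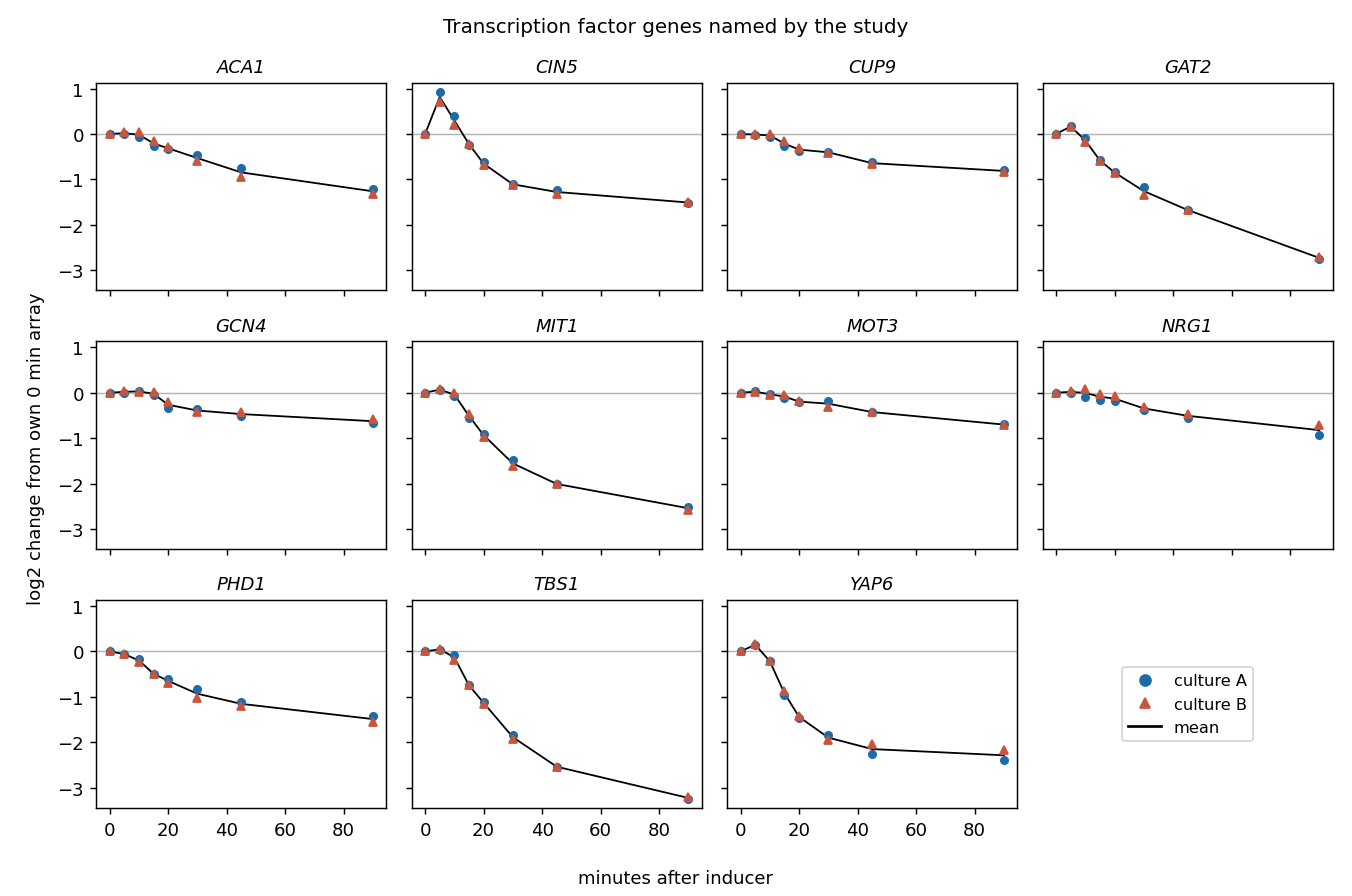
Log2 change from the 0 min array of the same culture (y axis) against minutes after β-estradiol (x axis) for the 11 transcription factor genes named by the study; circles are culture A, triangles culture B and lines their mean. CIN5 stood at 0.82 at 5 min before it fell, and at 90 min the genes lay between -3.23 and -0.63.

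Gene lists asked whether water transport, siderophore transport and other processes moved together. The study found water and siderophore transport enriched among the repressed genes of these same arrays. The aquaporin and siderophore lists, like that of the transcription factors, are therefore not independent evidence, nor is the part they share with the Aft1 list. By camera 7 of 10 lists passed an adjusted p of 0.05 in the mean of later times, 1 higher and 6 lower, and all 7 held under fry, which added the phosphate regulon. The count was 6 under normexp, without a floor, with the strict filter on dim probes and with genes whose red signal was above the floor, and 8 with the red channel alone, which added the phosphate regulon (0.043). In the fit of 1 culture alone it was 5, without the Aft1 iron regulon (0.425 without culture A, 0.21 without B) and the aquaporin family (0.451 and 0.281). The median change was -0.52 for the transcription factors (adjusted p 3.31e-14), -0.62 for the 5 members of the aquaporin family (0.00831), -0.37 for the 4 siderophore transporters (6.77e-05) and -0.05 for the Aft1 iron regulon (0.0472), which contains those 4 genes. The Aft1 list lost significance under normexp (0.208), without a floor (0.0578), with the strict filter on dim probes (0.0606), with genes whose red signal was above the floor (0.0592) and when any of 8 single arrays was left out, with its highest adjusted p, 0.103 at -0.03, without the 0 min array of culture A. Within the aquaporin list, AQY1 (-2.43), AQY2 (-1.59) and YLL053C (-1.53) were lower at 90 min. AQY3 was higher at 5 min (0.46, adjusted p 8.14e-05) and lower at 90 min (-0.33, adjusted p 0.000153). In the mean of later times AQY3 was higher, opposite to its list (0.10, adjusted p 0.0267), but not past the threshold under normexp (0.079), with the red channel alone (0.962) or without the 0 min array of culture A (0.232) or B (0.103). With the red channel alone the fall of AQY3 at 90 min was not past it either (0.714). FPS1 stood at 0.14 at 90 min (adjusted p 0.00884). FPS1 at 90 min was 0.09 and not past the threshold without the 0 min array of culture B (limma, adjusted p 0.0606), and 0.31 with the red channel alone (0.478). AQY2 and YLL053C are neighbours, so that their separate changes are uncertain. Among the siderophore transporters SIT1 (-0.96), ARN1 (-0.77) and ENB1 (-0.75) had fallen at 90 min, and ARN2 was at 0.01.

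Genes induced by environmental stress were higher, by a median of 0.35 (24 of 24 genes, adjusted p 2.75e-16), while ribosome biogenesis genes were at -0.26 (22 of 22 lower, 1.39e-15) and ribosomal protein genes at -0.10 (125 of 131 lower, 1.39e-15). These p-values are from camera at the preset correlation of 0.01. Fry gave 1.02e-06, 6.84e-07 and 0.00212 for these lists in that order. For ribosomal proteins fry was past the threshold at 10, 15, 20 and 90 min. At 5, 30 and 45 min fry was not (0.0584, 0.405 and 0.0996), where camera was (8.6e-06, 0.0446 and 7.85e-05). The stress list stood at 0.47 at 5 min and 0.63 at 10 min and came back to 0.07 at 90 min, where its mean was -0.04 and camera, which gave the direction as up, found no difference (adjusted p 0.756). Ribosome biogenesis was lowest at 10 min, at -0.48. Cell wall integrity targets (0.04, adjusted p 0.291 by camera and 0.0504 by fry) and flocculins (0.00, 0.62 by camera and 0.356 by fry) were not past the threshold in the mean of later times. At single times the cell wall integrity targets were higher at 15 min by camera (0.0273) and at 10, 15, 20 and 30 min by fry (0.0362, 0.00546, 0.0264 and 0.025), and at 90 min fry gave them as lower (0.0315) with a median of 0.02 and a mean of -0.00838. Flocculins were higher at 15 min by fry (0.0342) but not by camera (0.148). The phosphate regulon had a median of -0.003 (0.207 by camera, 0.00294 by fry). Fry gave it as lower at 30, 45 and 90 min (0.00243, 0.000286 and 0.000211) and camera did not (0.129, 0.0914 and 0.756); at 90 min its median was 0.06 and its mean -0.22. In the mean of later times its median was 0.00029 without the 45 min array of culture A.

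**Figure D4:**
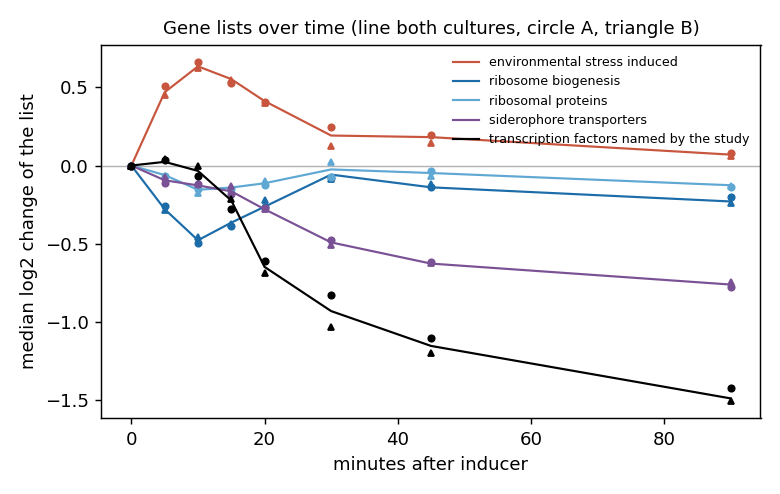
Median log2 change against 0 min (y axis) of 5 gene lists over minutes after β-estradiol (x axis); lines are both cultures together, circles culture A and triangles culture B. The stress list peaked at 0.63 at 10 min, when ribosome biogenesis was at -0.48, and the transcription factors reached -1.49 at 90 min.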

Values the study reported

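The study induced ROF1 with 1 µM β-estradiol and followed expression over 90 min. It reported less ROF1 transcript in the ROF1 strain than in a wild-type strain before induction.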

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

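Each test of an explanation in this part was chosen after the result it bears on was seen, and the 5 genes were picked by size after the data were examined. The measure for drift of the reference was also replaced after its value was seen, since the green changes of the genes went both ways.

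A set of genes moved one way early and the other way late, with the difference taken as 90 min against 5 min in the same limma fit. Of all genes, 155 were higher at 5 min and lower at 90 min, and 80 went the opposite way, at an adjusted p under 0.05 at both times and for the difference. With opposite signs at both times, the difference is larger than either change. Its test could therefore hardly fail and adds no separate evidence. Among those with a change of at least 0.5 at 5 min and 1 at 90 min, 5 went up and then down and 0 the other way. The change at 90 min minus that at 5 min was -3.29 for HXT4, -3.11 for BDH2, -2.33 for CIN5, -1.85 for RSB1 and -1.77 for YER053C-A. With a floor of 200, RSB1 was at -0.0098 at 90 min and not past the threshold at 5 min (adjusted p 0.0846), so its changes depend on the floor. With the red channel alone, HXT4 and RSB1 were not past the threshold at 5 min (adjusted p 0.0799 and 0.119). Drift of the green signal of the 5 genes is argued against as the whole cause. The red channel alone showed at least 86.0% of the change from 5 to 90 min of each of the 5 genes. Both colours were dye normalized within the array, so a drift that enters red that way was not tested. The slide row is argued against as the whole cause, since the genes changed by a median of -0.86 from 20 to 90 min, both in row 2. These genes were chosen for their fall, and the place of an array within its row was not tested. An effect of slide position therefore stays open. An early response to the inducer or to sampling, apart from ROF1, cannot be told apart from an effect of ROF1, since 0 arrays followed the inducer without the ROF1 construct. A biological explanation, such as an early stress response followed by repression through Rof1, stays open and untested.

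A signal appeared in the reference channel, which the comparisons use only as a denominator. The green signal of the ROF1 probe averaged 18.4 on the 0 min arrays and 54.4 on the later arrays, a ratio of 2.95, and was above both 0 min arrays on 14 of 14 later arrays. The reference RNA was meant to be the same on every array. The scanner software is argued against, since the raw green signal also rose, by a ratio of 1.94, on 13 of 14 later arrays above both 0 min arrays. Spill of red light into green at the share of ROF1, a median of 5.22% of red, is argued against by 6 of the 3559 probes at least as bright in red, whose green share was less than 50% of that of ROF1. Mixing of sample RNA into the reference at that share is argued against by the a-specific genes, whose median green share was 1.21% and lay under that of ROF1 on 14 of 14 later arrays. For this last test the criterion was changed 2 times after its value was seen. At first the highest of the 7 genes, at 6.24%, was to decide, which left the question open; then a median under 50% of the share of ROF1; and last a median under that of ROF1 on every later array. The reason was that a mixture sets a lowest share for every gene, and 5 of the 7 were under ROF1 on every later array. The tests of spill and mixing are not independent, since 5 of the 6 probes are a-specific genes. Other sources, such as binding of neighbouring label at this probe, were not tested. The rise of ROF1 was 4.31 with the red channel alone, against 4.05 as a ratio.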

How the results depend on the processing

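The alternatives were chosen before the data were examined, except the genes lower at 90 min for the midpoint of the fall and the restriction to genes with red above the floor.

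The 16 main comparisons were recomputed under up to 16 alternatives, giving 195 values. Results with a test held when they kept their direction and side of the threshold, counts when they stayed within 1.5 times, and values without a test when they moved by at most 1 SD, between the cultures for the midpoint and over the 7 times for the correlation. Of the 195, 166 held and 29 moved. With arrays left out, 171 of 180 held and 9 moved. For single genes, lists and counts by direction, 1073 of 1138 and 975 of 1068 held. The cause of each change below was not tested unless given.

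Genes called lower were 3 under normexp and loess and 4 with a floor of 200, all among the 7. They were 9 without a floor, which included the 7, and 6 with the red channel alone, of which 5 were among the 7. The share of calls that were lower was 77.8% in the main setting, 60% under normexp, 66.7% with a floor of 200, 66.7% with the red channel alone and 81.8% without a floor. The midpoint of the fall was 24.2 min under normexp, 26.3 without a floor, 24.1 with a floor of 200, 26.8 with red alone and 31.9 for the genes lower at 90 min. The median correlation of the cultures was 0.65 without a floor and 0.57 with red alone. Red alone left 312 genes changing over time and 5 of the 11 transcription factors. RSB1 in the mean of later times changed sign with a floor of 200, to 0.0489. Genes higher at 45 min were 8 in the main setting, 4 under normexp and 5 with a floor of 200, and genes lower at 20 min 5 and, with red alone, 2.

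By construction, no minimum change called more genes: 748 lower and 724 higher, and 1190, 1483, 1140, 938, 693, 1012 and 2458 from 5 to 90 min. A minimum of 1.5-fold gave 29 lower and 14 higher, and 69, 74, 43, 45, 55, 90 and 248.

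Without the replicate block, the 7 genes lower and 2 higher were 7 and 2, 2974 genes changed over time, and no call changed except that of STB5 at 90 min (adjusted p 0.0475).

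Leaving out arrays or a culture gave 0 to 7 genes lower, 2 to 4 higher, 1111 to 3311 changing over time, 2 to 7 called at 15 min, and a midpoint of 22.5 to 26.4 min. The 0 genes lower came from 1 culture alone, a fit that pools the later times as replicates and assumes the lone 0 min array varies like them. Without an array, the phosphate regulon's median ranged from -0.0321 to 0.000294 and FPS1 in the mean of later times from -0.0103 to 0.0741. Where the sign changed, neither was past the threshold.

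Not run were the midpoint for genes lower by 2 (0 genes qualified in the averaged contrast), the motif alternatives, and ROF1 before induction with red alone, which has no reference. Dim signals limit what can be ordered: 346 tested genes lay at or under the floor in red on more than 14 arrays. With only genes whose red signal was above the floor, the F test found 3438 genes changing over time, against 3060.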

Other observations

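The tests of reference drift in the called genes and of MIT1 cross-hybridization were chosen before their results were seen; the tests of slide position, URA3, PTR2, the stress genes and the mating genes were chosen after, and so was the measure now used for reference drift, which replaced a median of green changes that went both ways.

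Drift of the reference could in principle give falls and rises. The red channel alone is not divided by the green signal of the gene, but both colours were dye normalized within each array. Each channel taken alone was also quantile normalized across arrays, so its changes are not those of the scanner signal itself. Red alone showed at least 93.3% of the change of each of the 7 genes called lower. ICS2 was not past the threshold there (adjusted p 0.0929). For the 2 called higher, red alone showed 90.2% for URA3 and 106% for ROF1. Both results argue against drift of the green signal of these genes as the whole cause. A drift that enters red through the dye normalization was not tested. Binding of ROF1 transcript to the MIT1 probe was left untested, since it can only raise that probe and the red change of -1.08 restates the fall. For the 60 genes lower at 90 min, the median change from 20 to 90 min, within row 2 of the slides, was -1.09. From 0 to 90 min it was -1.50. This argues against the slide row as the whole cause. The genes were chosen for their fall at 90 min, and the place of an array within its row was not tested. An effect of slide position therefore stays open.

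URA3 rose with ROF1. Its green signal changed by -0.33 and its red signal by 2.90, so drift of the reference is a small part of the rise. Induction of the pyrimidine pathway is argued against by the other genes of the pathway, whose median change was -0.0755 (camera adjusted p 0.0153, lower). A candidate explanation is that the Z3 promoter placed before ROF1 also acts on the divergent URA3 marker. The timing leaves this open: the interpolated midpoints, 3.03 min for URA3 and 3.30 min for ROF1, both lie before the first sample at 5 min, an interval with no array to order them.

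PTR2 rose late. Its green signal changed by -0.12 at 90 min, against 4.75 in red, which argues against drift of the reference. A fall of its repressor CUP9 may be the cause, since CUP9 reached the midpoint of its fall 29.6 ± 0.83 min (SD, n = 2) before PTR2 reached that of its rise. CUP9 had fallen by only 0.81 at 90 min, 10 other transcription factor genes fell too, and the order of events does not single out CUP9.

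The rise of stress genes in the first 20 min, with ribosome biogenesis lower, cannot be told apart from a response to the inducer or to sampling, since 0 arrays followed the inducer without the ROF1 construct. An effect of ROF1 stays open and untested.

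At 0 min the a-specific genes were higher and the alpha-specific genes lower in the sample than in the reference, as with STE2 at 6.60 and STE3 at -4.20 on the log2 scale. At 90 min the a-specific genes had a median change of -0.80 (camera adjusted p 0.0055), the alpha-specific genes -0.26 (0.0198) and the pheromone response genes -0.39 (0.000195). Lower pheromone signalling may contribute to the fall of the a-specific genes, as the fall of the response genes (0.000195) would need. These lists share no member, but all were written after values had been seen, and other causes were not tested.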
